# Role of PRY-1/Axin in heterochronic miRNA-mediated seam cell development

**DOI:** 10.1186/s12861-019-0197-5

**Published:** 2019-07-15

**Authors:** Avijit Mallick, Ayush Ranawade, Bhagwati P. Gupta

**Keywords:** *C. elegans*, *C. briggsae*, *Pry-1*, Axin, WNT asymmetry pathway, Seam cell, miRNA, Heterochronic development

## Abstract

**Background:**

*Caenorhabditis elegans* seam cells serve as a good model to understand how genes and signaling pathways interact to control asymmetric cell fates. The stage-specific pattern of seam cell division is coordinated by a genetic network that includes WNT asymmetry pathway components WRM-1, LIT-1, and POP-1, as well as heterochronic microRNAs (miRNAs) and their downstream targets. Mutations in *pry-1*, a negative regulator of WNT signaling that belongs to the Axin family, were shown to cause seam cell defects; however, the mechanism of PRY-1 action and its interactions with miRNAs remain unclear.

**Results:**

We found that *pry-1* mutants in *C. elegans* exhibit seam cell, cuticle, and alae defects. To examine this further, a miRNA transcriptome analysis was carried out, which showed that *let-7* (*miR-48, miR-84, miR-241*) and *lin-4* (*lin-4, miR-237*) family members were upregulated in the absence of *pry-1* function. Similar phenotypes and patterns of miRNA overexpression were also observed in *C. briggsae pry-1* mutants, a species that is closely related to *C. elegans*. RNA interference-mediated silencing of *wrm-1* and *lit-1* in the *C. elegans pry-1* mutants rescued the seam cell defect, whereas *pop-1* silencing enhanced the phenotype, suggesting that all three proteins are likely important for PRY-1 function in seam cells. We also found that these miRNAs were overexpressed in *pop-1* hypomorphic animals, suggesting that PRY-1 may be required for POP-1-mediated miRNA suppression. Analysis of the *let-7* and *lin-4*-family heterochronic targets, *lin-28* and *hbl-1*, showed that both genes were significantly downregulated in *pry-1* mutants, and furthermore, *lin-28* silencing reduced the number of seam cells in mutant animals.

**Conclusions:**

Our results show that PRY-1 plays a conserved role to maintain normal expression of heterochronic miRNAs in nematodes. Furthermore, we demonstrated that PRY-1 acts upstream of the WNT asymmetry pathway components WRM-1, LIT-1, and POP-1, and miRNA target genes in seam cell development.

**Electronic supplementary material:**

The online version of this article (10.1186/s12861-019-0197-5) contains supplementary material, which is available to authorized users.

## Background

*Caenorhabditis elegans* hypodermal seam cells serve as a good model to elucidate spatiotemporal patterns of division and differentiation that enable cells to adopt sex-specific fates. They comprise two lateral rows of multipotent somatic cells which extend from the anterior to the posterior of the nematode (Fig. 1), and that divide in a stem cell-like manner to both self-renew, and generate daughter hypodermal, neuronal, and neuronal-support cells [1]. At the early L2 stage of development, the six seam cells (V1–6) undergo symmetric division to give rise to a total of 16 seam cells. By the end of the L4 stage, the cells terminally differentiate and fuse with their neighbors to give rise to adult cuticular structures called alae [2].

**Fig. 1:**
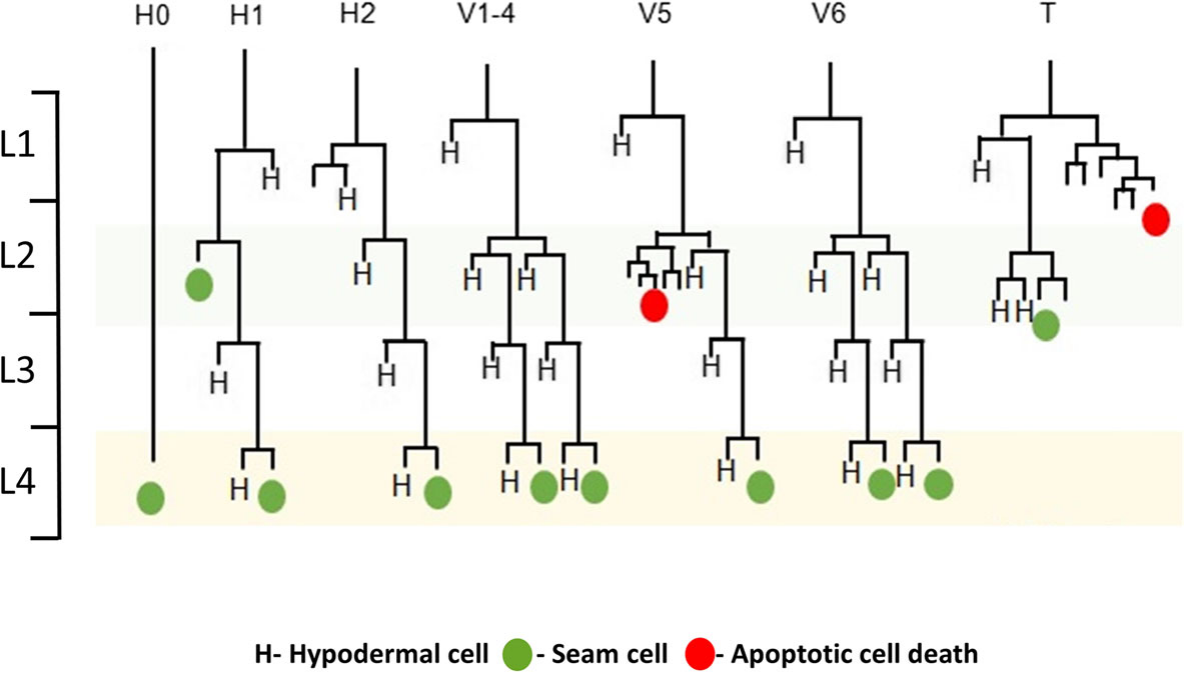
Seam cell asymmetric divisions during postembryonic development in *C. elegans*. During postembryonic development, *C. elegans* larvae undergo a series of molts, each of which is associated with carefully timed seam cell divisions. In the V1–4, and V6, cells undergo stem cell-like division where the anterior daughter fuses with the hyp7 syncytium. The posterior daughter then self-renews as another ‘stem cell-like’ seam cell. The exception to the asymmetric divisions is in early L2 stage where they undergo one symmetrical division prior to dividing again in an asymmetric manner

Multiple genes and pathways have been shown to regulate seam cell division and differentiation. These include the *lin-4* (*lin-4* and *miR-237*) and *let-7* (*let-7, miR-48, miR-84,* and *miR-241*) families of heterochronic microRNAs (miRNAs) that regulate the relative timing of developmental events [3–7]. Specifically, *lin-4* is required for the L1–L2 transition [2, 8], while the *let-7* family members act at later stages of development [9]. Mutations in *lin-4*, *miR-48, miR-84,* and *miR-241* cause cells to reiterate stages, which ultimately affects both the number of differentiated seam cells, and cuticle development [9].

Previous studies have shown that heterochronic miRNAs regulate a number of targets, including *hbl-1*, *lin-14*, and *lin-28* [10]. HBL-1 is a zinc-finger transcription factor that critically mediates embryogenesis [11], and that controls developmental timing during post-embryonic development [9]. LIN-14 is a novel class of transcription factor [12] that is initially expressed at high levels in hypodermal blast cells in newly hatched L1 animals but at lower levels by the L2 stage [13]. LIN-28 is a conserved RNA-binding protein that controls the maturation of *let-7* miRNA [5, 14–16]. Hypomorphic and null alleles of *lin-14* and *hbl-1* cause an increase whereas *lin-28* mutants cause a decrease in the overall number of seam cells [9, 17, 18].

In addition to heterochronic miRNAs and their targets, seam cell division is also regulated by the divergent WNT asymmetry pathway, whose components include the β-catenins WRM-1 and SYS-1, the NEMO-like kinase (NLK) LIT-1, and the T-cell factor/lymphoid enhancer factor (TCF/LEF) POP-1 [18, 19]. Removal of POP-1 activity causes seam cells to divide symmetrically, and thereby leads to an increase in their number. Conversely, since LIT-1 normally forms a complex with WRM-1 to phosphorylate and thus stimulate POP-1 export from the nucleus, disrupting WRM-1 and/or LIT-1 activity reduces the number of seam cells [19]. Similarly, the ratio of nuclear POP-1/SYS-1 activity affects the fate of daughter cells, such that those with lower POP-1 (and hence comparatively higher SYS-1) levels retain their seam cell fate, whereas those with higher POP-1 (and hence comparatively lower SYS-1) levels differentiate [20–23]. Genetic studies have also shown that WNT asymmetry pathway components interact with heterochronic genes to control seam cell development [17, 18].

While investigating the role of *pry-1* in developmental and post-developmental processes, we observed that *pry-1(mu38)* animals exhibit weaker cuticle and abnormal alae. Further analysis revealed that they also display a higher number of seam cells, a phenotype that was previously reported [19]. Similar defects were also seen in a *C. briggsae pry-1* mutant *Cbr-pry-1(sy5353)* [24], suggesting a conserved role for *pry-1* in seam cell development and cuticular alae formation. These observations are in line with our recent *pry-1(mu38)* mRNA transcriptome profiling (RNA-Seq), which identified differentially expressed (DE) genes associated with ‘cuticle development’ [25]. Given that the heterochronic pathway involves both protein-coding and miRNA genes, in the present study we conducted an miRNA-specific whole genome RNA-Seq experiment, which uncovered six DE miRNAs that include members of *lin-4* and *let-7* families. To understand the interaction of *pry-1* with miRNAs during seam cell development, we knocked-down WNT asymmetry pathway components. Reducing *wrm-1* and *lit-1* expression suppressed, while silencing *pop-1* exacerbated the *pry-1* phenotype. Furthermore, an miRNA expression analysis conducted in a *pop-1* hypomorph revealed a similar upregulation of miRNAs to that observed in *pry-1(mu38)* worms, suggesting both that POP-1 is critical for asymmetric seam cell division, and that its nuclear levels are likely reduced in *pry-1* mutants. Overall, our data demonstrates the importance of PRY-1 and its interactions with the WNT asymmetry pathway components for the regulation of miRNAs (and their targets) during asymmetric cell division. Since the WNT pathway and miRNAs are conserved in eukaryotes, similar interactions with Axin family members may control stem cell division in other systems.

## Results

We observed that *pry-1* mutant worms have a weaker cuticle (Fig. 2a) and abnormal alae that frequently includes gaps (Fig. 2b, c). The phenotypic analysis of *C. briggsae pry-1* mutants, *Cbr-pry-1(sy5353)* [24], revealed similar gaps in alae as well as defective seam cell morphologies (Fig. 2d-f). Given these hypodermis-associated phenotypes, we investigated the role of *pry-1* in seam cell development.

**Fig. 2:**
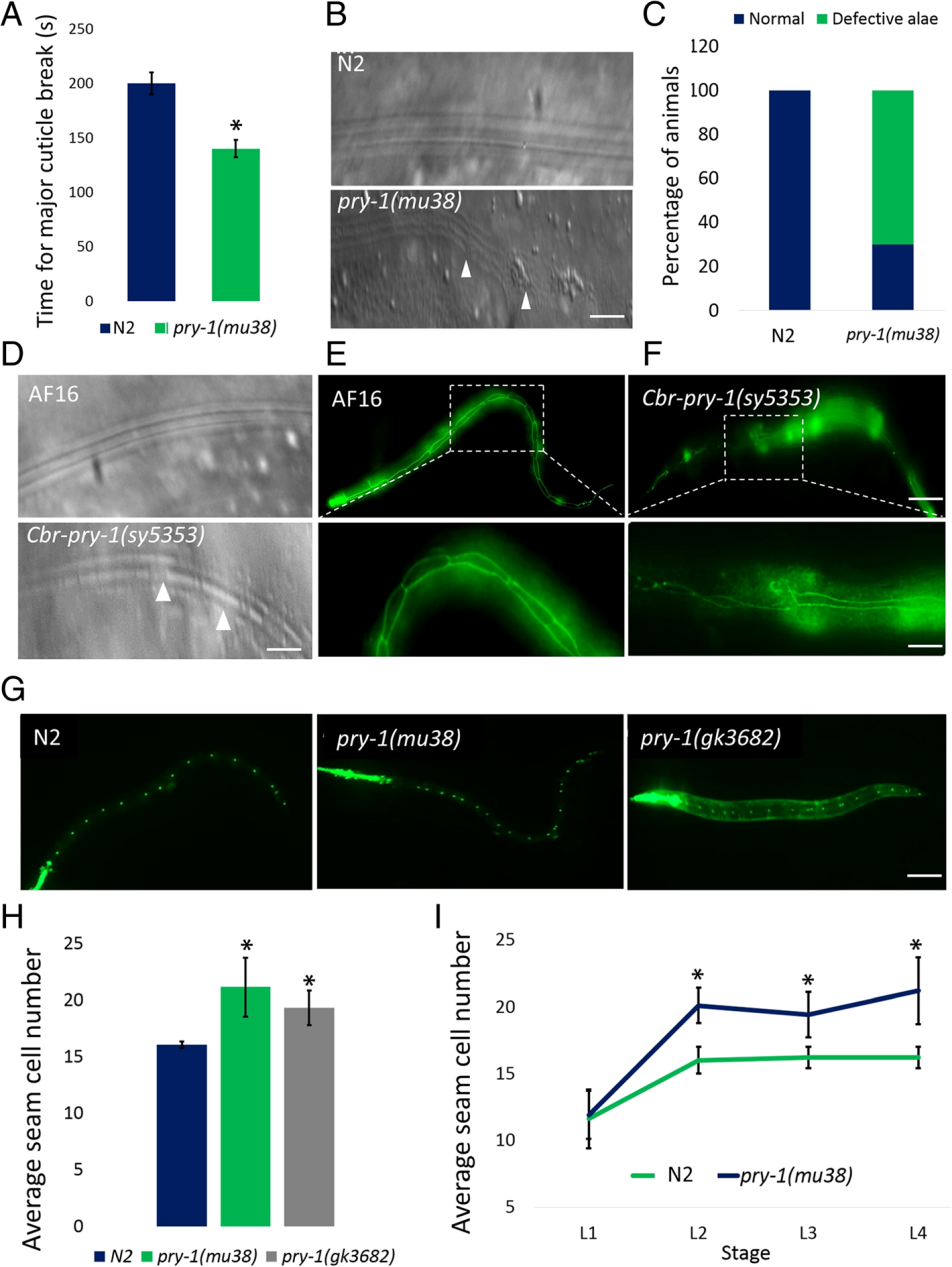
*pry-1* mutants display seam cell defects in *C. elegans* and *C. briggsae*. Mutations in *pry-1* lead to somatic defects. (**a**) Cuticle is weaker as demonstrated by the cuticle break assay. (**b, c**) *pry-1* mutants having defective alae formation. (**b**) Control N2 animals have distinct rows of alae. *pry-1(mu38)* mutants have defect with frequent breaks (see arrow). (**c**) Quantification of alae defect in control N2 and *pry-1(mu38)* animals. (**d**-**f**) Heterochronic phenotypes in *C. briggsae* AF16 and *Cbr-pry-1* mutants. (**d**) Alae defects are visible in *Cbr-pry-1(sy5353)*. (**e**, **f**) Seam cells in control AF16 (**e**) and *Cbr-pry-1(sy5353)* (**f**) are visualized by adherens-junction-associated marker *Cel-dlg-1p::GFP. Cbr-pry-1(sy5353)* animals show defects in cell fusion (scale bar 0.1 mm). Boxed areas, marked by dotted lines, have been enlarged in the second row. Scale bars in **b**, **d**-**f** are 0.01 mm. (**g**) Both the *pry-1(mu38)* and *pry-1(gk3682)* animals show increased seam cell numbers compared to control N2 (scale bar 0.1 mm). (**h**) Each control animal has exactly 16 seam cells, whereas an average of 21 and 19 cells are found in *pry-1(mu38)* and *pry-1(gk3682)* mutants, respectively. (**i**) *pry-1(mu38)* animals show increased seam cell number by the end of the L2 stage. In panels **a**, **h**, and **i**, each data point represents the mean of at least two replicates (each batch with 30 or more worms) and error bar represents the STD. Student’s *t*-test was used to determine the statistical significance: *p < 0.05

### *pry-1* mutants exhibit an increased number of seam cells

In *C. elegans*, seam cells divide asymmetrically at each larval stage to produce two daughter cells, one of which fuses with the hypodermal syncytium, while the other retains the seam cell fate (Fig. 1). The L2 stage is unique because it also includes a symmetric division that causes an increase in the number of seam cells (Fig. 1). We found that the *pry-1(mu38)* mutants have an average of approximately five extra seam cells (Fig. 2g, h), consistent with a previously report [19]. A similar phenotype was also observed in *pry-1(gk3682)*, a new CRISPR/Cas9-induced mutant strain (provided by Don Moerman’s lab) (Fig. 2g, h; Additional file 1: Figure S1). A stage-specific analysis conducted using *scm::GFP* and *ajm-1::GFP* markers [26] revealed a higher number of seam cells in *pry-1* mutants by the end of the L2 stage, likely due to an increase in symmetric cell divisions (Fig. 2h, i). Together, these findings suggest that *pry-1* appears to play a role in L2-specific seam cell division.

### Heterochronic miRNA expression is altered in *pry-1* mutants

As described above, seam cell asymmetry is mediated by two interacting pathways. While heterochronic genes, such as members of the *lin-4* and *let-7* miRNA families, control cell division, the WNT asymmetry pathway plays a role in the specification of anterior/posterior daughter cell fates. 

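Small RNA was sequenced from *C. elegans* larvae at the first larval stage (L1) of 2 strains, the wild type N2 and *pry-1(mu38)*, with 2 libraries per strain. *pry-1* encodes the worm's Axin, a scaffold protein of the WNT pathway, and *mu38* is a mutant allele of it. The authors counted the reads on known miRNAs and deposited these counts per library without normalization. The arms of a hairpin were separate rows of the count table without arm labels, so several rows could carry one miRNA name. The counts summed to 6651178 and 6491918 in N2 replicates 1 and 2, and to 3284425 and 4651818 in *pry-1(mu38)* replicates 1 and 2. Summed over the 4 libraries, miR-228, miR-90 and miR-235 were the most abundant miRNAs. In *pry-1(mu38)* replicate 2, miR-72 (477653 counts) and miR-82 (419236) lay above miR-90 (414653) and miR-235 (206683). miR-228 took 19.1% and 20.3% of the counts in N2 and 20.5% and 28.7% in *pry-1(mu38)*.

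In stretches of the table the columns were displaced against each other by up to 3 rows, so that a row could hold the counts of different miRNAs. Each row was therefore checked against the read total that Table S3 of the paper lists for the miRNA. That list holds 161 known miRNAs, as many as the paper reports, and 126 names of the count table were found in it. For 30 miRNAs a row as deposited summed to the listed total. For another 53 the total was met by counts taken from nearby rows, and for 5 the sum came within 0.1% of it. The remaining 38 were not matched and were left out of the matched rows. When the listed totals were altered by a few reads, in 6 versions, between 0 and 2 miRNAs per version were matched by displaced counts. The matching rule fixed this low number in part. It accepted no displaced miRNA by itself when another total within 10 reads was met, and the unaltered totals lay that near. The restriction to matched rows was decided after the table had been examined, from the row sums and not from differences between the strains.

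**Figure D1:**
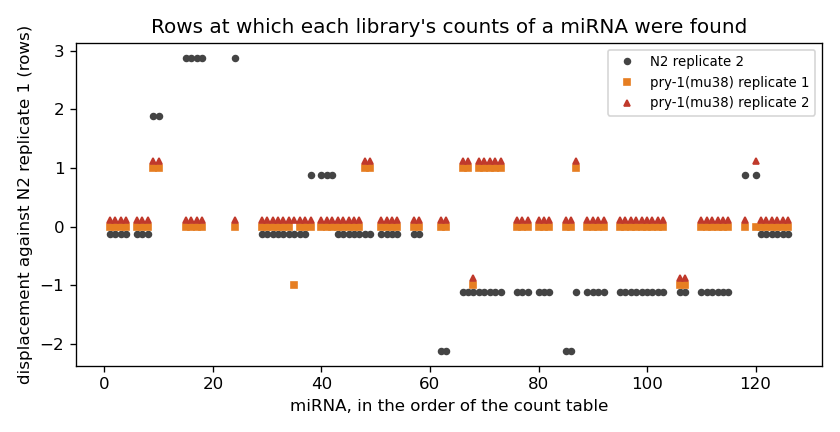
Number of rows (vertical axis) by which the counts of a matched miRNA in 3 of the libraries were displaced from its row in N2 replicate 1, against the order of the miRNA names in the count table (horizontal axis); the symbols of the libraries are set slightly apart. Of the matched miRNAs, 53 were displaced in N2 replicate 2, 16 in *pry-1(mu38)* replicate 1 and 16 in *pry-1(mu38)* replicate 2.

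miR-44 and miR-45 had identical counts and were entered once, which left 87 miRNAs with one row each. Library sizes were the sums over all rows, which do not depend on the order of the rows, scaled by edgeR's TMM method. After edgeR's filter on low counts, 86 miRNAs were compared between the strains with edgeR's quasi-likelihood test. With 2 libraries per strain, the spread within a strain rests on a single difference for each miRNA.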

To evaluate the involvement of miRNAs in *pry-1*-mediated seam cell development, we performed RNA-Seq experiment in L1-stage animals. 

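Of the 86 miRNAs tested, 1 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 7 had an unadjusted p-value under 0.05. The 1 miRNA was miR-2209c, on chromosome IV of WBcel235 from 1027218 to 1027281, outside protein-coding genes. It had 13 counts in each N2 library and 0 in each *pry-1(mu38)* library (adjusted p = 0.0280, edgeR's quasi-likelihood test). With each 0 set to 5, the smallest nonzero count of the table, miR-2209c was at least 1.56-fold lower in *pry-1(mu38)*. Its listed total of 26 reads was met with the counts of N2 replicate 2 displaced by 3 rows, but 4 neighbouring names came nearer to their listed reads with a displacement of 2 rows than with 3. These were miR-2209a (963 with 2 rows and 638 with 3, of 965 listed), miR-2208b (43 and 371, of 47), miR-2209b (45 and 34, of 53) and miR-2210 (55 and 70, of 58). With a displacement of 2 rows, an alternative chosen after seeing the data, miR-2209c had 7 counts in N2 replicate 2 in place of 13, fell under the filter on low counts, and 0 miRNAs were past the threshold. The only call therefore rests on a placement that the neighbouring rows go against. Among alternatives set before the data were examined, 0 miRNAs were past the threshold without a filter (miR-2209c, edgeR adjusted p = 0.0867), without the most abundant miRNA (edgeR adjusted p = 0.0729), with at least 10 counts in every library, and with the library size set by miR-2. The last 2 settings removed miR-2209c before the test. edgeR's exact test gave 2 miRNAs, miR-2209c and *miR-246*, and DESeq2's Wald test gave *miR-246* alone. In the rows as deposited, an input added after seeing the data, edgeR's quasi-likelihood test gave 0 of the 210 rows tested, and 15 had an unadjusted p-value under 0.05. The largest change came from a combination also chosen after seeing the data, the rows as deposited with DESeq2's fitted dispersion, which gave 52 rows. Of the miRNAs with a matched row, 13 were at least 2-fold apart between the strains in the fitted values, regardless of the test.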

The results revealed six DE miRNAs in the *pry-1(mu38)* mutants. Additionally, 61 novel miRNAs were recovered in the *C. elegans* reference sample (N2) (see Methods and Additional files 2-4: Table S1, S2, S3) that serve as a resource to further investigate the miRNA biology in worms.

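*lin-4* lies on chromosome II of WBcel235 from 5902254 to 5902347, within an intron of the protein-coding gene F59G1.4 on the same strand. *miR-48* (chromosome V, 14364412 to 14364509) and *miR-241* (chromosome V, 14366188 to 14366283) are neighbours on the minus strand, 1678 bp apart. *miR-84* (chromosome X, 16022404 to 16022478, minus strand) and *miR-237* (chromosome X, 8154084 to 8154182, plus strand) share a chromosome. Apart from *lin-4*, these 4 genes overlap no protein-coding gene. Their mature sequences in Table S3 are UCCCUGAGACCUCAAGUGUGA for *lin-4*, UCCCUGAGAAUUCUCGAACAGCU for *miR-237*, UGAGGUAGGCUCAGUAGAUGCGA for *miR-48*, UGAGGUAGUAUGUAAUAUUGUA for *miR-84* and UGAGGUAGGUGCGAGAAAUGA for *miR-241*. *miR-48*, *miR-84* and *miR-241* belong to the *let-7* family and share their first 8 bases.

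*lin-4* had 18.0 and 19.7 TMM-normalized CPM in the N2 libraries and 24.9 and 745 in the *pry-1(mu38)* libraries, a log2 fold change of 4.35 (standard error 1.58, adjusted p = 0.450 from edgeR's quasi-likelihood test). *miR-241* had 2.88 and 2.11 in N2 and 2.84 and 43.6 in the mutant, with a log2 fold change of 3.23 (standard error 1.26, adjusted p = 0.450, the same edgeR test). *miR-48* had 92.3 and 35.1 in N2 and 88.3 and 455 in the mutant, with a log2 fold change of 2.09 (standard error 0.94, adjusted p = 0.528, edgeR). The values of *miR-84* were 9.33 and 22.3 in N2 and 14.8 and 68.8 in the mutant (log2 fold change 1.40, standard error 0.86, adjusted p = 0.534, edgeR). *miR-237* was higher in both mutant libraries, at 951 and 1857 against 364 and 530 in N2 (log2 fold change 1.65, standard error 0.46, adjusted p = 0.438, edgeR). The standard errors were taken from the fold change and the F statistic of the test.

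*pry-1(mu38)* replicate 2 decided most of these values. It lay 29.9-fold above replicate 1 of the same strain for *lin-4*, 15.3-fold for *miR-241*, 5.15-fold for *miR-48*, 4.64-fold for *miR-84* and 1.95-fold for *miR-237*. Without it, the log2 fold change was 0.16 for *lin-4*, 0.25 for *miR-48*, 0.83 for *miR-237*, -0.05 for *miR-241* and -0.36 for *miR-84*. Of the 8 miRNAs listed before the data were examined that had a matched row, 1, *miR-246*, had an adjusted p-value under 0.05 when adjusted over the list alone. The study chose most of that list on these libraries, so this is not independent evidence.

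**Figure D2:**
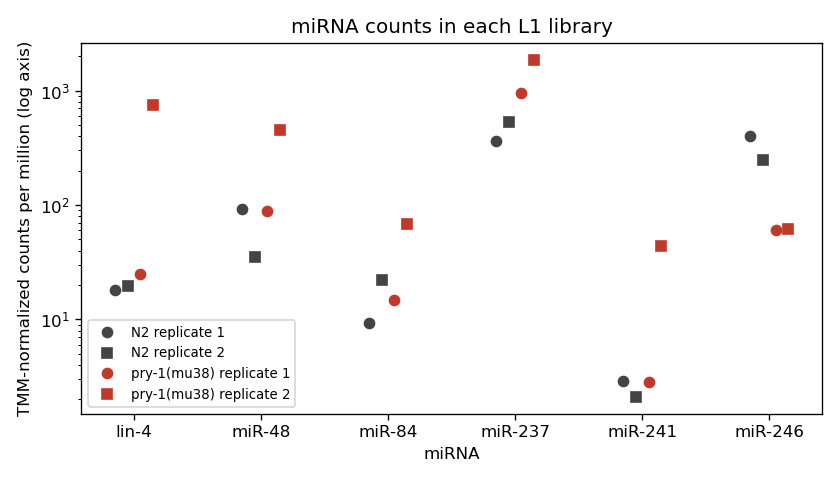
TMM-normalized CPM (vertical log axis) of 6 miRNAs (horizontal axis) in each of the 4 L1 libraries, one symbol per library. *pry-1(mu38)* replicate 2 lies above the other libraries for the first 5 miRNAs, while both *pry-1(mu38)* libraries lie below both N2 libraries for *miR-246*.

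From the adjusted p-values of its own RNA-Seq analysis, the paper states that these miRNAs are altered in *pry-1(mu38)*. It also reports qRT-PCR with similar trends in L1 animals, and altered orthologs in *C. briggsae* mutants. Those measurements were not analysed here.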

Of the six DE miRNAs, five (*lin-4, miR-48, miR-84, miR-237*, and *miR-241*) were upregulated and one (*miR-246*) was downregulated (Fig. 3a, b). Notably, all of these except *miR-246* are known to be involved in both heterochronic development and a range of other processes [8, 9, 27, 28], a fact that was further supported by our tissue-enrichment analysis (Additional file 5: Figure S2). We next performed quantitative real-time PCR (qRT-PCR) validations which revealed similar, if comparatively lower (3–22-fold versus 2–12-fold in RNA-Seq and qRT-PCR, respectively), DE trends (Fig. 3B, C). Moreover, the *C. briggsae* orthologs of DE miRNAs were found to be likewise altered in *Cbr-pry-1(sy5353)* animals (Fig. 3d).

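In the RNA-Seq counts, the fitted fold of the 6 miRNAs ranged from 2.64-fold for *miR-84* to 20.4-fold for *lin-4*. With the replicate number as a block, the highest of these folds was 7.51. miR-2 had 1755 and 1905 TMM-normalized CPM in N2 and 2373 and 1606 in *pry-1(mu38)*, a log2 fold change of 0.12 (standard error 0.31, adjusted p = 0.922 from edgeR's quasi-likelihood test). Its counts in N2 replicate 2 were taken from a displaced row, and its gene lies in an intron of *ppfr-1* on chromosome I of WBcel235, from 9372768 to 9372865. The sign of this difference changed with the scaling, and it was -0.09 with upper-quartile normalization. With the library size set by the count of miR-2 itself, the log2 fold change was 4.53 for *lin-4*, 3.36 for *miR-241* and 1.52 for *miR-84*.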

**Fig. 3:**
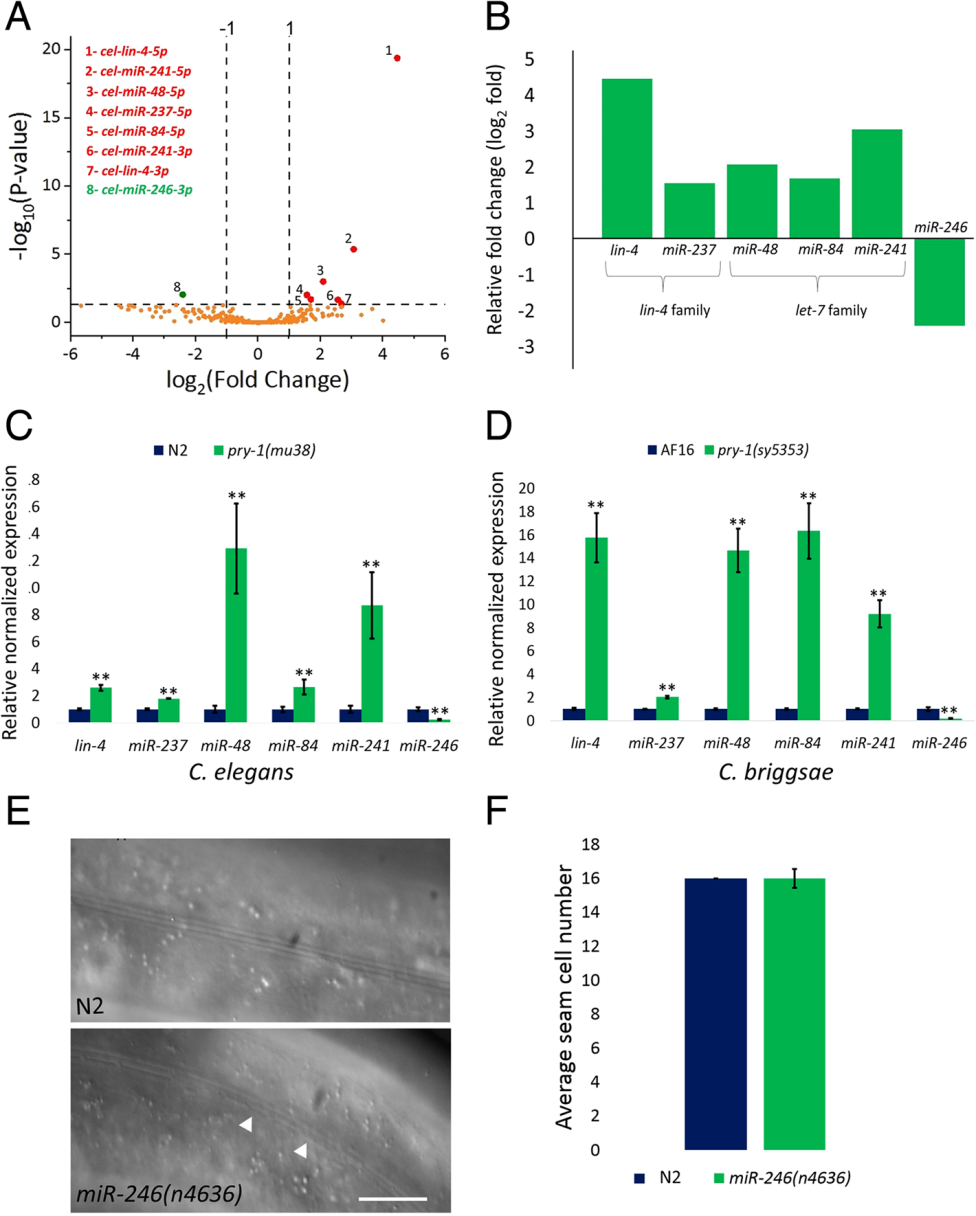
*pry-1* is necessary for normal miRNA expression in both *C. elegans* and *C. briggsae*. (**a**) Volcano plot of differentially expressed miRNA genes in *pry-1(mu38)*. Red and green dots mark significantly altered upregulated and downregulated transcripts, respectively, with a *p*-adj value of *<* 0.05. Orange dots mark transcripts that are not significantly altered (*p*-adj *>* 0.05). (**b**) Data showing log_2_ fold expression of miRNAs from RNA-Seq analysis. (**c**, **d**) qRT-PCR analysis of miRNAs in *Cel-pry-1(mu38) and Cbr-pry-1(sy5353)* animals at the L1 stage showed upregulation of all but *miR-246*. Each data point represents the mean of two replicates and error bar represents the SEM, **p < 0.01. (**e, f**) *miR-246(n4636)* mutants exhibit alae defect in the form of gaps (scale bar 0.01 mm) (**e**) but show no change in the number of seam cells (**f**). Each data point represents the mean of at least two replicates (each batch with at least 20 worms) and error bar represents the STD

To elucidate whether *pry-1*-mediated miRNA regulation is stage-specific, we examined miRNA transcript levels by qRT-PCR in adult nematodes. While the expression of miRNAs was either unchanged or down-regulated in *pry-1(mu38)* (Additional file 6: Figure S3A), the pattern was different in *Cbr-pry-1(sy5353)* animals, i.e., three miRNA orthologs were up, two were down, and one was unchanged (Additional file 6: Figure S3B). We also used the existing *C. elegans miRNA::GFP* transgenic strains [29] to determine changes in miRNA expression in *pry-1(mu38)* animals and confirmed the qRT-PCR results (Additional file 7: Figure S4). Overall, the dissimilar expression trends of the analyzed miRNAs in adults from L1-stage nematodes suggests that the *pry-1*-miRNA network is likely temporally regulated.

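*miR-246* lies on chromosome IV of WBcel235 from 10940134 to 10940230 on the plus strand, outside protein-coding genes, and its mature sequence in Table S3 is UUACAUGUUUCGGGUAGGAGCU. Its 2353 and 1744 counts in N2 and 192 and 303 counts in *pry-1(mu38)* stood in a row as deposited that summed to its listed total. After TMM normalization these were 322 ± 109 CPM in N2 and 60.8 ± 0.385 in *pry-1(mu38)* (SD, n = 2 libraries each). The log2 fold change was -2.40 (standard error 0.41, adjusted p = 0.102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both mutant libraries were lower than both N2 libraries, and with each library left out in turn the log2 fold change stayed between -2.71 and -2.01. The difference was past an adjusted p-value of 0.05 with DESeq2's Wald test (adjusted p = 6.01e-07) and edgeR's exact test (adjusted p = 0.000337), while the other alternatives set before the data were examined gave edgeR adjusted p-values between 0.0585 and 0.577.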

*miR-246,* which a previous study showed to be involved in aging, oxidative stress, and thermo-sensation [30, 31], was the only miRNA to be downregulated in the *pry-1(mu38*) nematodes. Although no role in heterochronic development has yet been reported for *miR-246,* we herein demonstrate that *miR-246(n4636)* adults exhibit alae defects (Fig. 3e). Conversely, *scm::GFP* and *ajm-1::GFP* reporter-based expression analyses of the *miR-246(n4636)* adults did not reveal any significant change to the seam cells (Fig. 3f). This finding was supported by the results of the tissue-enrichment analysis (Additional file 5: Fig. S2). Interestingly, a hypodermal cell marker, *dpy-7::H1-wcherry*, revealed that the number of hypodermal cells was reduced in the mutant compared to control worms (45.1 ± 1.7, *n* = 20 and 51.9 ± 1.6, n = 20, respectively; also see Additional file 8: Figure S5). Further study is needed to determine the exact fate of these hypodermal cells in *miR-246* mutants.

### Many predicted gene targets of the mis-regulated heterochronic miRNAs are differentially expressed in the *pry-1(mu38)* mRNA transcriptome

miRNAs mediate the degradation or translational inhibition of their target mRNAs via binding between their seed sequence and an miRNA response element (MRE) in the 3′ untranslated region of their target. Therefore, we searched for miRNA targets using TargetScan online program (http://www.targetscan.org/vert_72/), and resultantly identified 453 unique targets. The gene ontology (GO) analysis revealed that these predicted miRNA targets were predominantly associated with processes such as the regulation of heterochrony (29-fold enrichment), the positive regulation of nematode larval development (8-fold enrichment), the molting cycle (5-fold enrichment), and collagen and cuticulin-based cuticle development (7-fold enrichment) (Fig. 4a).

**Fig. 4:**
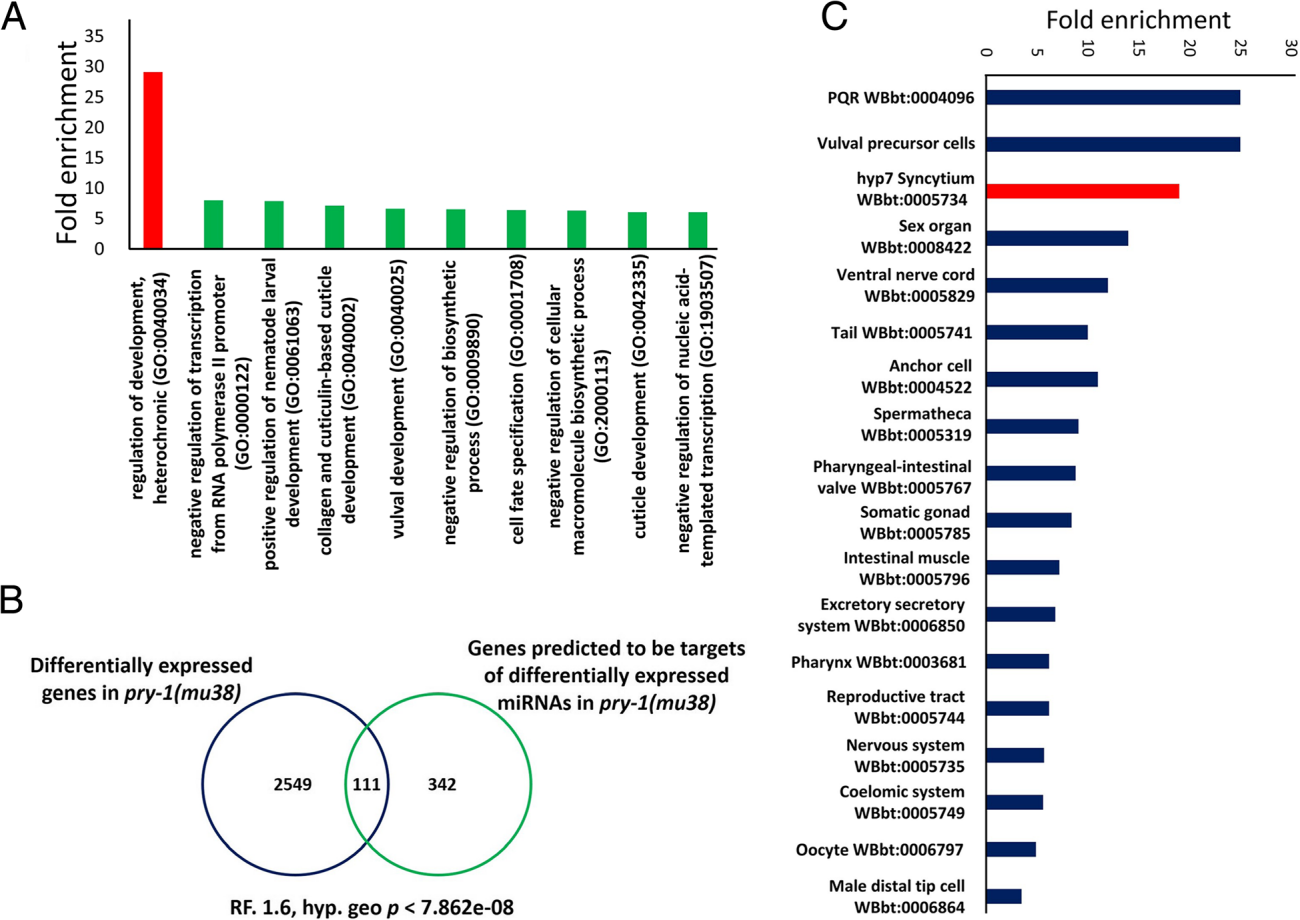
DE miRNAs and their predicted target genes in *pry-1(mu38)* are mostly linked to heterochronic development. (**a**) Enrichment analysis of potential targets of DE miRNAs using GO-terms associated with biological processes. A significant number of genes (29-fold enrichment) are linked to heterochronic development (colour coded in orange). (**b**) Venn diagram showing the overlap between previously reported protein-coding DE genes (2,660 genes, [25]) and predicted targets of DE miRNAs identified by Targetscan (435 genes, this study) in *pry-1(mu38)* animals. Further analysis revealed that 435 potential targets are shared between DE miRNAs (36 by *lin-4*, 115 by *miR-48*, 115 by *miR-84*, 36 by *miR-237*, 115 by *miR-241*, and 102 by *miR-246*). A total 111 genes are common between the two data sets, a number that is statistically significant based on the hypergeometric test. (**c**) Tissue-enrichment analysis of the common set of genes (111) revealed third highest fold enrichment in hypodermal syncytium cells (colour coded in orange)

A comparison of the predicted miRNA target genes with our recently published *pry-1(mu38)* mRNA transcriptome [25] revealed a significant overlap (111 genes, Representation factor: 1.6, hyp.geo *p* < 7.862 e-08) (Fig. 4b). Furthermore, a tissue-enrichment analysis showed that this subset of overlapping genes is frequently associated with the hypodermal syncytium (i.e. the third-most enriched subset) (Fig. 4c). Together, these findings suggest that PRY-1 is likely necessary for normal miRNA expression during seam cell development.

### Knockdowns of WNT asymmetric pathway components affect both the *pry-1(mu38)* phenotype and miRNA expression

We induced RNAi-mediated silencing to examine interactions between *pry-1* and WNT asymmetry pathway components during seam cell development. The fates of seam cell daughters are specified by the nuclear levels of POP-1 that are high in the anterior cell (hypodermal fate) and low in the posterior cell (seam cell fate) [19, 32] (Fig. 5a). The results of our experiments revealed that knockdowns of *wrm-1* or *lit-1* suppresses the *pry-1(mu38)* seam cell phenotype (Fig. 5b), likely because PRY-1 promotes asymmetric division by negatively regulating both of these factors in anterior daughter cells (Fig. 5a). This is consistent with PRY-1 being localized to the anterior cortex of dividing seam cells [23]. A similar genetic interaction between *pry-1*, *wrm-1,* and *lit-1* was previously reported to occur during the asymmetric division of embryonic EMS cells [33].

**Fig. 5:**
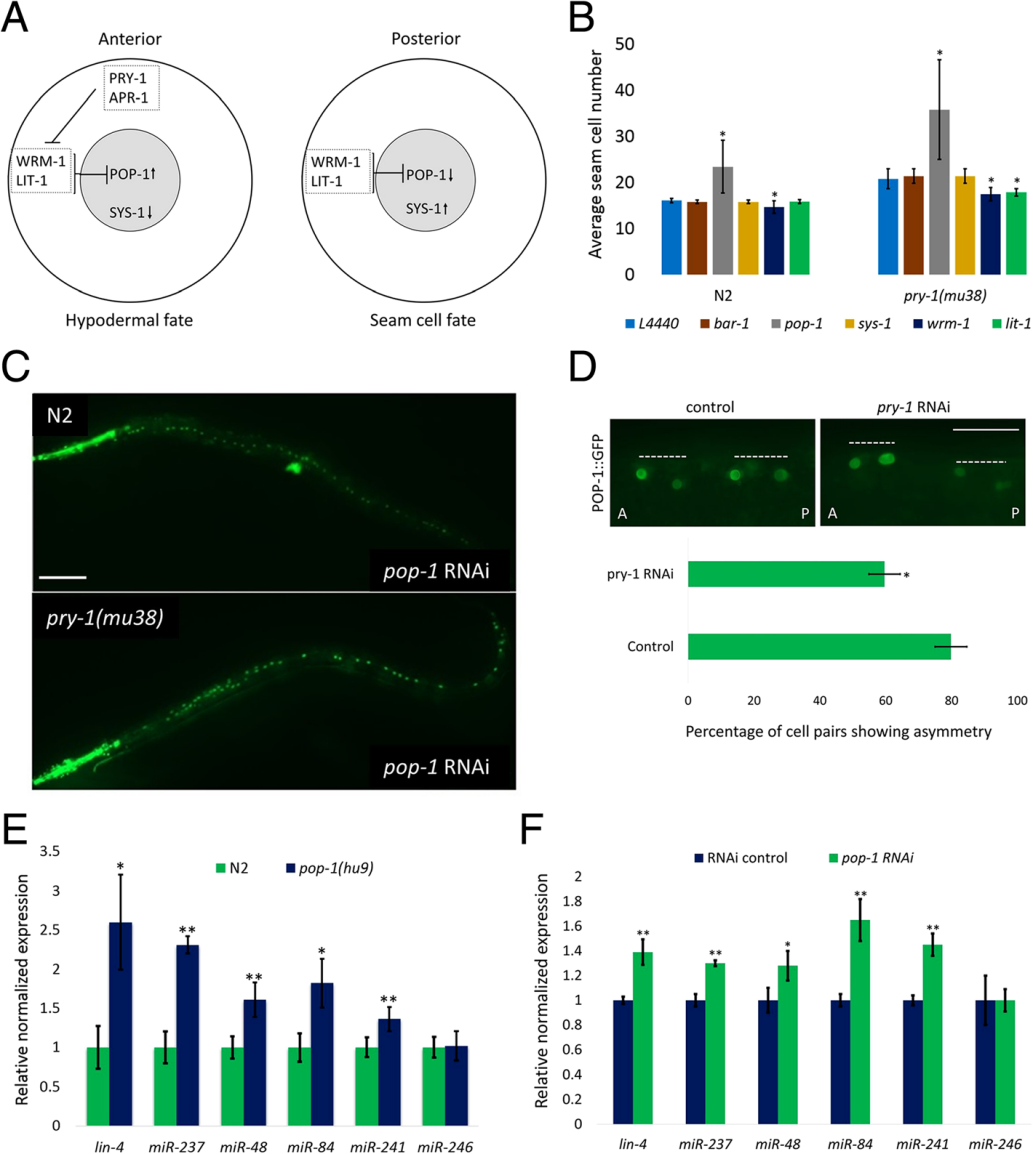
WNT asymmetry pathway components WRM-1, LIT-1, and POP-1 are important for PRY-1-mediated expression of miRNAs and seam cell development. (**a**) Schematic diagram showing the involvement of PRY-1 and other WNT asymmetry pathway components in the specification of seam cell fates. The levels of nuclear POP-1 are high in the anterior cell but low in the posterior cell. (**b**) RNAi knockdowns of *bar-1, pop-1, wrm-1, sys-1* and *lit-1* in control N2 and *pry-1(mu38)* animals. Each data point represents the mean of at least two batches (each batch with at least 30 worms) and error bar represents the STD. Student’s *t*-test was used to determine the statistical significance: *p < 0.05 (compared to L4440 control). (**c**) Representative images of control N2 and *pry-1(mu38)* animals following *pop-1* RNAi. The numbers of seam cells are increased in both cases. The phenotype is particularly enhanced in *pry-1* mutants (scale bar 0.1 mm). (**d**) Representative images of two adjacent POP-1::GFP fluorescing cell pairs from V1-V5 seam cell lineages following control and *pry-1* RNAi treatments (A-anterior, P- posterior, each dotted line marks a cell pair, scale bar 20 μm). POP-1 asymmetry is disrupted after *pry-1* RNAi, resulting in fewer cell pairs having asymmetric localisation of POP-1::GFP in their nuclei. (**e, f**) qRT-PCR analysis of miRNAs in *pop-1(hu9)* and *pop-1(RNAi)* worms at the L1 stage. Similar to *pry-1(mu38)*, all miRNAs, except *miR-246*, are overexpressed in both *pop-1(hu9)* (**e**) and *pop-1(RNAi)* (**f**) animals. Each data point represents the mean of two replicates and error bar represents the SEM, *p < 0.05, **p < 0.01

In contrast to *wrm-1* and *lit-1*, *pop-1* RNAi exacerbated the *pry-1(mu38)* phenotype, resulting in a significant increase in the number of seam cells (35.9 ± 10.8 in *pry-1(mu38); pop-1(RNAi)*, compared to 20.8 ± 2.1 in *pry-1(mu38),* and 23.5 ± 5.7 in *pop-1(RNAi)*) (Fig. 5b, c). We also examined nuclear POP-1 asymmetry following RNAi knockdown of *pry-1* and found that it was disrupted (Fig. 5d). These results agree with nuclear POP-1 levels being differentially regulated by WRM-1 and LIT-1 to be higher in the anterior, and lower in the posterior daughter cell [19, 32] (Fig. 5a) Together, our findings support that *pop-1* likely limits the number of seam cells that are produced by promoting the asymmetric division of their precursors. Since the asymmetric localization of WRM-1, LIT-1, and POP-1 are known to mediate fate specification in presumptive seam cells, our results suggest that PRY-1 likely facilitates the maintenance of these asymmetric expression patterns.

Given that the nuclear POP-1 and SYS-1 ratio determines the fate of daughter cells and SYS-1 localization is disrupted in animals lacking PRY-1 function [34], we also examined the effect of *sys-1* knockdown. The results of this analysis showed no effect on seam cell division in *pry-1(mu38)* animals (Fig. 5b). We likewise knocked down another β-Catenin family member, *bar-1*, in the mutant strain and found that doing so did not alter the number of seam cells (Fig. 5b). Overall, the data support the possibility that β-Catenin family members are functionally redundant during seam cell division, consistent with previous studies [19], although do not exclude the possibility that PRY-1 role in seam cells is independent of BAR-1 and SYS-1.

To examine whether WRM-1, LIT-1, and POP-1 asymmetries affect miRNA expression during seam cell division, we next quantified miRNA levels in animals in which POP-1 function was compromised. As in *pry-1(mu38)* mutants, the expression levels of *lin-4, miR-48, miR-84*, *miR-237*, and *miR-241,* were found to be significantly upregulated in both *pop-1(hu9)* and *pop-1(RNAi)* worms; however, no change to *miR-246* expression was observed (Fig. 5e, f)*.* Furthermore, the bioinformatic analysis revealed multiple TCF/LEF consensus binding sites (SCTTTGATS; S = G/C) [35, 36] in the 5′ regulatory region of each of these miRNAs, except for *miR-246* where a single site is found near the transcriptional start site (See Methods, Additional file 9: Figure S6), suggesting that their transcription may be inhibited by POP-1. Together, these data allow us to conclude that miRNAs act downstream of POP-1, which agrees with a previous model [18], and also suggest that PRY-1 may interact with WRM-1, LIT-1, and POP-1 to negatively regulate the expression of heterochronic miRNAs during seam cell development.

### HBL-1 and LIN-28 act genetically downstream of PRY-1 and POP-1 signaling during asymmetric seam cell division

To further examine the role of *pry-1* in miRNA-mediated heterochronic development, we focused on three known miRNA targets, *hbl-1, lin-14*, and *lin-28*. Previous studies have shown that *lin-14* and *lin-28* are targeted by *lin-4* [3, 5, 37, 38], whereas *hbl-1* and *lin-28* are targeted by another *lin-4* family member *miR-237* [8, 39, 40] as well as *let-7* family members *miR-48*, *miR-84,* and *miR-241* [9, 17].

The qRT-PCR analysis showed that while *lin-14* expression levels were unchanged, *hbl-1* and *lin-28* were significantly downregulated in L1-stage *pry-1(mu38)* animals (Fig. 6a). Together with results described in previous sections, this observation allows us to propose that *pry-1* may function upstream of miRNAs to promote expression of *hbl-1* and *lin-28*. To further examine the regulatory network of *pry-1*, RNAi was carried out. The results revealed that while *lin-14* and *hbl-1* RNAi had no marked impact on seam cells, *lin-28* RNAi caused a significant reduction in the seam cell number in both *pry-1(mu38)* and control animals (Fig. 6b).

**Fig. 6:**
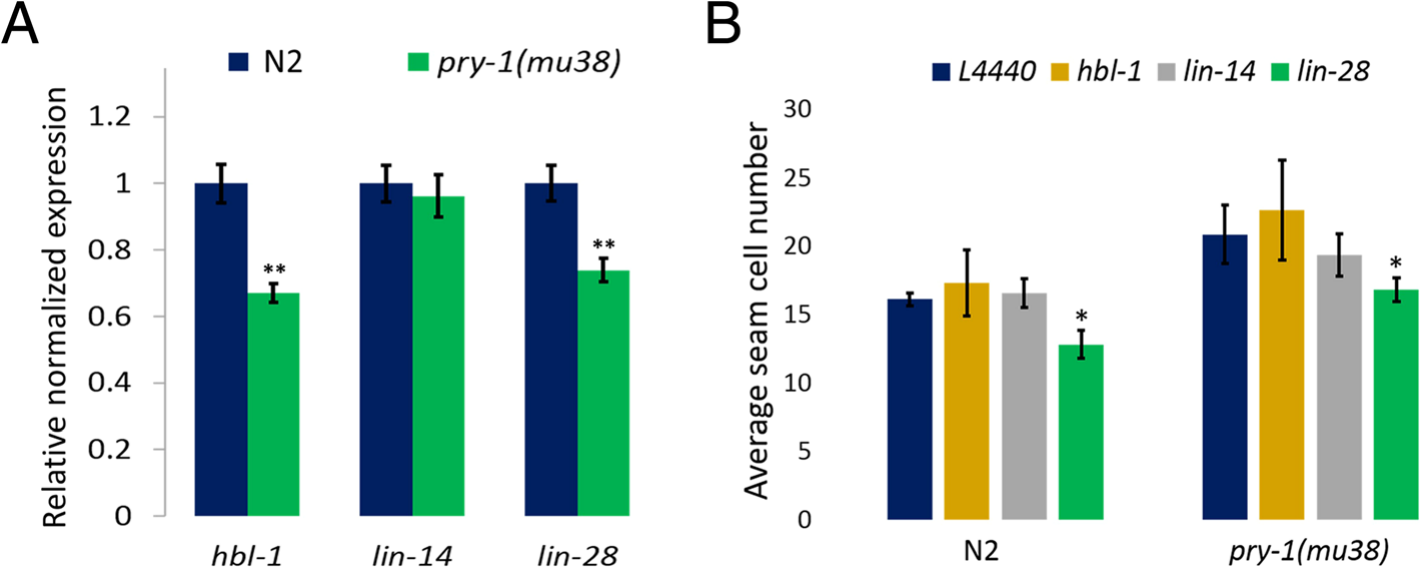
Analysis of heterochronic genes in *pry-1*-mediated seam cell development. (**a**) qRT-PCR experiments at the L1 stage showed that *hbl-1* and *lin-28* are significantly downregulated in *pry-1(mu38)* animals. Each data point represents the mean of two replicates and error bar represents the SEM, **p < 0.01. (**b**) RNAi KD of *lin-28* in *pry-1(mu38)* mutants rescued the seam cell defect. Each data point represents the mean of three batches (each batch with at least 30 worms) and error bar represents the STD. Student’s *t*-test was used to determine the statistical significance: *p < 0.05 (compared to L4440 control)

## Discussion

In this paper we describe a genetic pathway of PRY-1/Axin signaling in seam cell development. Using a combination of mutant analysis and reporter gene expression we show that PRY-1 is involved in L2-specific seam cell division. To identify the genes regulated by *pry-1*, we performed whole genome miRNA profiling at the late-L1 stage. The results revealed six DE miRNAs in *pry-1* mutants. Five of these, belonging to *lin-4* and *let-7* families (*lin-4*, *miR-48, miR-84*, *miR-237,* and *miR-241*), were upregulated whereas *miR-246* was the only miRNA that was downregulated. A similar trend was also observed in *C. briggsae pry-1* mutants suggesting that *pry-1* plays a conserved role in miRNA regulation in *Caenorhabditis* nematodes.

Three of the overexpressed miRNAs in *pry-1* mutants, namely *miR-48, miR-84*, and *miR-241* (*let-7* family members), are known to redundantly control the L2-L3 larval-stage transition [9]. While *C. elegans* nematodes carrying a mutation in any one of these three miRNAs have been shown to exhibit a normal phenotype*, miR-48*/*miR-84* double mutants display retarded molting and a higher number of seam cells as a result of reiterated symmetric divisions during the L2 stage [9]. This seam cell phenotype is further exacerbated in *miR-48/miR-84/miR-241* triple mutants [9], while conversely, *miR-48-*overexpression mutants were shown to exhibit a reduced number of seam cells due to ‘skipping’ of L2-specific symmetric divisions [41]. The other two miRNAs upregulated in the *pry-1(mu38)* mutants are *lin-4* and *miR-237 (lin-4* family members [42]). A previous study showed that, although a *miR-237*-knock-out mutant does not directly incur a heterochronic defect, it enhances the seam cell phenotype exhibited by *lin-4(e912)*; *lin-14(n179ts)* double mutant animals [8].

Unlike *lin-4* and *let-7* family of DE miRNAs, *miR-246* is not known to play a role in heterochronic development although it is involved in other processes [30, 31]. Consistent with previous studies, our analysis of *miR-246* mutants did not reveal any changes in the number of seam cells. Thus, *pry-1*-mediated *miR-246* regulation may participate in other biological events.

The fact that all but one DE miRNAs in *pry-1* mutants are involved in heterochronic pathway suggests an important role of *pry-1* in this developmental process. This was further strengthened by our data showing a high enrichment for miRNA predicted target genes associated with GO-term processes such as regulation of heterochrony. Moreover, we observed a significant overlap between DE miRNA predicted targets and *pry-1(mu38)* mRNA transcriptome [25] that included many genes expressed in hypodermal syncytium.

To understand the regulation of miRNAs by *pry-1* we studied the involvement of WNT asymmetry pathway components using an RNAi approach. It was shown earlier that in the absence of PRY-1, localizations of WRM-1, LIT-1, and SYS-1 are disrupted [23, 34]. As expected, the examination of seam cell phenotypes in *pry-1(mu38)* animals following RNAi knockdowns of these genes revealed that *wrm-1* and *lit-1* are necessary for *pry-1* function. Thus, PRY-1 may affect seam cell number by localizing in the anterior cortex of dividing seam cells [23] and thereby lowering WRM-1 and LIT-1-mediated nuclear POP-1 levels in anterior daughters. This plausible explanation is supported by our finding that POP-1 asymmetry is affected in animals with reduced PRY-1 function. To test this further, we examined miRNA expression in *pop-1(hu9)* and *pop-1(RNAi)* worms. As expected, all five (*lin-4, miR-48, miR-84, miR-237,* and *miR-241*) were found to be overexpressed. Moreover, multiple TCF/LEF binding sites were detected in the 5′ regulatory regions of miRNAs. Together, these findings raise the possibility of POP-1 acting as a transcriptional regulator of miRNAs.

We thus propose a model summarizing our findings (Fig. 7), in which PRY-1 acts upstream of WRM-1, LIT-1, POP-1, and DE miRNAs (except *miR-246*). Since the miRNAs regulate the expression of protein-coding genes during heterochronic development, we tested three of their known targets *hbl-1, lin-14,* and *lin-28*. The results of our experiments suggested that *hbl-1* and *lin-28* act downstream of *pry-1*; however, only *lin-28* appears to function in *pry-1*-mediated asymmetric cell division. The above genetic interactions are consistent with earlier findings where *lin-28* was shown to act downstream of the WNT asymmetry pathway components and included in a network consisting of *lin-4* and *let-7*-family of miRNAs and their targets during seam cell development [17, 18]. Our model is unique in that it places PRY-1 upstream of WRM-1, LIT-1, and POP-1-mediated miRNA transcriptional network.

**Fig. 7:**
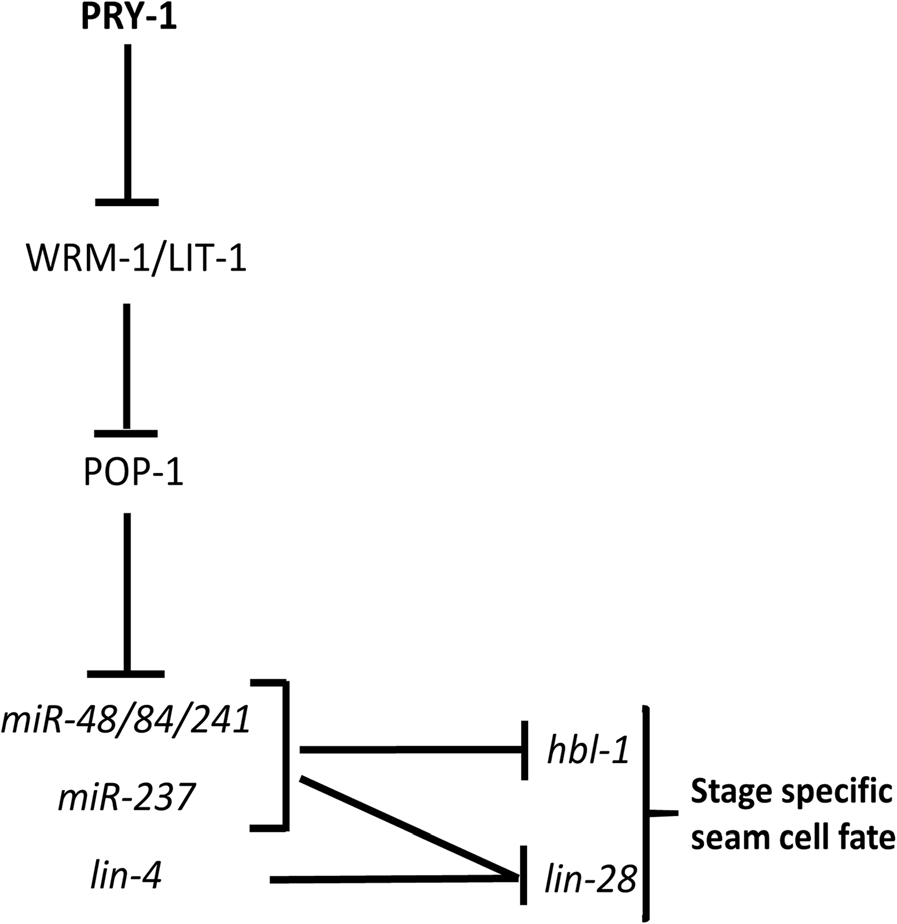
A model summarizing genetic interactions between PRY-1, WNT asymmetric pathway components (WRM-1, LIT-1, and POP-1), heterochronic miRNAs, and the targets of heterochronic miRNAs during L2 stage seam cell development. Our data supports the Ren and Zhang model [18] and places the WNT asymmetric pathway upstream of miRNAs

## Conclusions

Overall, the data presented in this paper demonstrate the important role of PRY-1/Axin in the regulation of miRNAs and their heterochronic gene targets in a pathway that involves WNT asymmetry pathway components WRM-1, LIT-1, and POP-1 during seam cell development. Furthermore, since seam cell defects are also exhibited by *C. briggsae pry*-*1* mutants, and that *Cbr-pry-1* is necessary for the normal expression of these miRNA orthologs, our work has revealed that the role of *pry-1* in seam cell development is conserved amongst nematodes.

## Methods

### Strains, culture condition, and RNAi

Nematodes were grown on standard NG-agar culture plates seeded with *E. coli* bacteria (OP50) [43]. Cultures were maintained at 20 °C. Strains used in the study are listed in a supplementary table (Additional file 10: Table S4). RNAi-mediated gene silencing was performed using a protocol previously published by our laboratory [24].

### Microscopy

Nematodes were mounted on a glass slide containing 2% agarose and 0.02 M NaN_3_ and observed using an Axiovision Zeiss microscope. Seam cell nuclei were counted, and adult lateral alae were scored using Nomarski differential interference contrast and epifluorescence optics. Images were acquired using NIS Element software (Nikon, USA) with a Hamamastu Camera that was mounted on a Nikon 80i upright microscope.

### Analysis of seam cell division

The fates of daughter seam cells were determined in *C. elegans* using *scm::GFP* and *ajm-1::GFP* markers, and in *C. briggsae* using the seam cell adherens-junction marker, *Cel-dlg-1::GFP*. After 8 h of feeding, nematodes expressing GFP that had completed the first larval seam cell division, and that had 10 seam cells per side, were chosen for analysis. Seam cell divisions were monitored at approximately 6 h intervals until the late L4 stage, when divisions ceased.

### Cuticle integrity assay

A solution containing 1% hypochlorite and 0.25 M NaOH was prepared as previously reported [44], and aliquoted (500 μl) into a 48-well plate. Individual gravid adult worms were transferred to each well, and the plate was agitated at 30 s intervals. The time to the first major cuticle break was recorded by direct observation using a dissecting stereoscope (SMZ 645; Nikon Corporation, Japan).

### Molecular biology and bioinformatics

For qRT-PCR experiments, synchronous cultures were prepared by bleaching gravid hermaphrodites as described previously [45] except that eggs were allowed to hatch on the NG-agar plates. The bleaching process was repeated. The eggs were finally transferred onto plates and grown till the desired stage. Because *pry-1* mutants grow slower than controls, RNA was extracted from age-matched animals. The L1 larvae were grown till 16 h (N2/AF16) and 18 h (*pry-1* mutants) whereas adults were incubated for 52 h (N2/AF16) and 58 h (*pry-1* mutant). Total RNA was extracted from animals using the trizol reagent (Catalog Number T9424, Sigma-Aldrich, Canada), according to the manufacturer’s instructions. cDNAs for protein-encoding genes and miRNAs were synthesized using oligo-dT and specific stem-loop primers, respectively (Additional file 11: Table S5), and by using the qScript cDNA synthesis kit (Catalog Number 95047–025, Quantabio, Canada) according to manufacturer’s instructions.

qRT-PCR was performed (in triplicate) in the Bio-Rad cycler CFX 96 using appropriate primers (Additional file 11: Table S5), and SensiFAST SYBR Green Kit (Catalog Number BIO-98005, BIOLINE, USA), according to the manufacturer’s instructions. The expression levels of miRNAs and protein-coding genes were normalized to those of *miR-2* and *pmp-3,* respectively. Ct and *p* values were calculated using CFX manager software (Bio-Rad, Canada).

A *lin-28* RNAi plasmid was constructed by inserting 2949 bp of the *lin-28* coding sequence into the L4440 vector. A DNA fragment was obtained via PCR using the listed primers (Additional file 11: Table S5), under the specified PCR conditions.

To identify TCF/LEF family binding sites in the 5′ upstream genomic region of the miRNAs, MatInspector software (https://www.genomatix.de/) was used with default settings.

### RNA-Seq experiment

The steps for miRNA RNA-Seq in *pry-1(mu38)* mutants were similar to mRNA RNA-Seq that we reported earlier [25]. The *pry-1* miRNA transcriptome profile can be found in the GEO archive with accession number GSE130039. Synchronized L1 worms were harvested by two successive bleaching to obtain a homogenous population and total RNA was isolated. Small RNA sequencing libraries were prepared, and samples were analysed using the Genome Analyzer IIx platform (Illumina Inc., USA) at the McGill University Genome Quebec sequencing facility.

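The deposited counts on known miRNAs summed to 21079339 over the 4 libraries. The matched rows held between 89.7% and 91.0% of the counts of each library. The smallest nonzero count in the table was 5, 37 cells held 0, of which 23 were in *pry-1(mu38)* replicate 1, and 2 cells in *pry-1(mu38)* replicate 2 were empty. miR-44 and miR-45, which have the same mature sequence in Table S3, had identical counts in every library, so the sum can hold a read more than once.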

A total of 36,656,022 reads of small RNAs (15–25 nt) were generated from the four samples of *C. elegans* examined, of which 10,453,527 sequences aligned perfectly to the *C. elegans* genome. 

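Of the miRNA names in the count table of the 4 L1 libraries, 126 are also listed in Table S3. Table S3 lists 161 known miRNAs when the star strands, the less abundant arms of a hairpin, are included, and 157 without them. The other 22 names of the count table could not be checked by their read total and were left out of the comparison of the 86 miRNAs. Rows of some of them, such as miR-36 to miR-39, entered only the test of the miR-35 family and the alternatives with other rows.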

Overall, we detected perfect matches to the precursor forms of 161 out of the 250 miRNAs annotated in miRBase (http://www.mirbase.org) WBcel235 for *C. elegans*. 

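miR-2208a was among the miRNAs whose counts could not be matched to the read total in Table S3, which is 19 reads over the 4 libraries, so it was left out of the matched rows. Counts of miR-353 were not analysed here. Neither miRNA therefore enters the comparison of the 86 miRNAs between *pry-1(mu38)* and N2.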

DE analysis of the known miRNAs led to identification of eight miRNAs that were altered in *pry-1* mutants, of which two (*miR-353* and *miR-2208a*) were excluded due to false predictions (Additional file 2: Table S1).

Although previous studies have reported miRNAs in the *C. elegans* genome (e.g., see [42, 46], due to increased depth of our sequencing data we expected to uncover additional new candidates. After eliminating rRNA, tRNA, and ncRNA reads, the remaining unannotated reads were processed for novel miRNA discovery, as discussed below. We focused on the 30,300 non-redundant un-annotated reads that aligned to the *C. elegans* genome in control N2 and *pry-1(mu38)* animals. To discover novel miRNAs, the miRNA discovery package miRDeep2 (https://www.mdc-berlin.de/n-rajewsky#t-data,software&resources) was used. The analysis predicted a total of 243 miRNAs using read count cut-off of 5-fold (or 187 with cut-off of 10-fold) (Additional file 3: Table S2). We then used an additional criterion to further examine these candidates, i.e., a higher miRDeep Score (> 10). This led to the identification of 64 novel miRNAs at the 5-fold read count cut-off (or 61 when the read count was set at 10-fold) (Additional file 3-4: Table S2, S3**)**. The authenticity of these novel miRNAs was tested by RNAfold, which confirmed that these produce miRNA stem loop structure [47].

### Statistical analyses

Statistics were performed by two-tailed student’s *t* test after testing for equal distribution of the data and equal variances within the data set. The *p* values of 0.05 and less were considered statistically significant. The data are presented as either mean ± standard deviation of the mean (STD) or mean ± standard error of mean (SEM). Graphs were prepared using Microsoft Excel. Hypergeometric probability related tests were done using an online program (http://nemates.org/MA/progs/overlap_stats.html).

## Additional files

Additional file 1: **Figure S1.** *C. elegans pry-1* open reading frame showing the region affected by *gk3682* mutation. The exons and introns are indicated by boxes and lines, respectively. The translational start and stop sites are marked. The sequence deleted in *gk3682* allele (738 bp) is shown by a rectangle. As part of the CRISPR editing process, the excised portion is replaced by a 5419 bp *myo-2::GFP* containing cassette. The allele and sequencing data were kindly provided by Dr. Moerman’s lab.

Additional file 2: **Table S1.** A list of miRNAs in *pry-1(mu38)* animals. The file contains two spreadsheets that list all miRNAs identified by RNA-Seq experiment (used for volcano plot, see Fig. 3a) and DE miRNAs.

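The columns of Table S1 give, for each miRNA, the mean normalized count over the 4 libraries, the log2 fold change of *pry-1(mu38)* against N2, the p-value of the comparison and the p-value adjusted for the number of miRNAs compared. The list of DE miRNAs in the paper's table holds 10 rows for 8 miRNAs, since both arms of *lin-4* and of *miR-241* are listed. In 38 rows of the paper's list of all miRNAs the adjusted p-value is smaller than the unadjusted one, the first after 47 rows. The paper's log2 fold changes of the more abundant arms are 4.46 for *lin-4*, 3.06 for *miR-241*, 2.08 for *miR-48*, 1.69 for *miR-84*, 1.56 for *miR-237* and -2.41 for *miR-246*. In the matched rows of the count table, each of these 6 miRNAs had a log2 fold change within 1 standard error of the paper's reported value. Both values come from the same 4 libraries, so the standard error is a wide margin. For the 5 miRNAs that were higher in the mutant, the difference was at most 0.289.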

Additional file 3: **Table S2.** Total number of novel miRNAs in *C. elegans*. The table shows the number of predicated miRNAs based on different miRDeep scores and read count cut-offs.

Additional file 4: **Table S3.** A list of novel miRNAs in *C. elegans*. The IDs of miRNAs are based on the sequential numbering of unique reads in our analysis. For each novel miRNA, the table lists the miRDeep score, read count, chromosomal location, and the sequence.

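The first sheet of Table S3 also lists known miRNAs, each with a miRDeep score, which rates how well the reads fit the processing of a hairpin, and the number of reads over the 4 libraries. These read numbers are totals and carry no comparison between strains. *lin-4* is listed with 4018 reads, *let-7* with 120 and *miR-84* with 602, and the deposited counts of these miRNAs summed to the same numbers. *miR-237* is listed with 18119 reads, and its deposited row summed to 18135. *miR-48* is listed with 3328 reads, met by 544 and 250 counts in N2 and 280 and 2254 in *pry-1(mu38)*, which stood in neighbouring rows. *miR-241*, listed with 257 reads, was met in the same way by 17, 15, 9 and 216 counts.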

Additional file 5: **Figure S2.** Tissue-enrichment analysis of DE miRNAs. The analysis was done using the miRNA discovery tool miRDeep2 (see the RNA-Seq section in Methods). For each miRNA, colored areas represent tissue-specific expression.

Additional file 6: **Figure S3.** Adult stage qRT-PCR analysis of heterochronic miRNAs in *C. elegans* and *C. briggsae pry-1* mutants. (A) *pry-1(mu38)* adults show differences in the pattern of miRNA expression compared to the L1 stage. All miRNAs, except *lin-4* and *miR-48,* are downregulated. (B) *Cbr-pry-1(sy5353)* adults show altered expression of *miR-246*, *miR-48* and *miR-84*. Each data point represents the mean of two replicates and error bar represents the SEM, *p < 0.05, **p < 0.01

Additional file 7: **Figure S4.** miRNA expression analysis in *pry-1(mu38)* adults using a *GFP* reporter. (A) Representative images of *PmiR-48::GFP, PmiR-84::GFP, PmiR-241::GFP,* and *PmiR-246::GFP* reporters in control N2 and *pry-1(mu38)* animals. The scale bar is 0.1 mm. (B) Quantification of fluorescence intensity using an arbitrary unit (a.u.) scale. Each data point represents the mean of two replicates (at least 20 animals each) and error bar represents the STD. Student’s *t*-test was used to determine the statistical significance: *p < 0.05.

Additional file 8: **Figure S5.** Representative images of control N2 and *miR-246(n4636)* mutants showing hypodermal cells (based on *dpy-7::H1-wcherry* reporter). The mutant animal shows fewer hypodermal cells.

Additional file 9: **Figure S6.** Line drawings of TCF/LEF putative binding sites in the 5′ upstream regions of miRNA genes (within 1500 bp of transcriptional start site). Each putative binding site is shown by a coloured square box. The numbers in brackets next to boxes show matrix similarity scores.

Additional file 10: **Table S4.** A list of strains used in this study.

Additional file 11: **Table S5.** A list of primers used in this study.

## Data Availability

The datasets supporting the conclusions of this article are provided in figures, tables, and additional files. miRNA transcriptome data of *pry-1* mutants can be found in the NCBI GEO archive database with accession number GSE130039.

## Abbreviations

DE: Differentially expressed
GO: Gene ontology
miRNAs: microRNAs
MRE: miRNA response element
NLK: NEMO-like kinase
qRT-PCR: quantitative real-time PCR
SEM: Standard error of the mean
STD: Standard deviation
TCF/LEF: T-cell factor/lymphoid enhancer factor

# Supplementary material for: Role of PRY-1/Axin in heterochronic miRNA-mediated seam cell development
**Source:** BMC Dev Biol. 2019 Jul 15;19:17. doi: 10.1186/s12861-019-0197-5
**Supplement:** Supplementary file 3 — Table S2. Total number of novel miRNAs in C. elegans. The table shows the number of predicated miRNAs based on different miRDeep scores and read count cut-offs.

**Additional file 3: Table S2: Total number of Novel miRNAs in *C. elegans*.**

|  | | Number of novel miRNA genes | |
| --- | --- | --- | --- |
|  | mirDeep Score | Read count (> 10-fold) | Read count (> 5-fold) |
| *C. elegans* | 10 | 61 | 64 |
|  | 1 | 187 | 243 |

# Supplementary material for: Role of PRY-1/Axin in heterochronic miRNA-mediated seam cell development
**Source:** BMC Dev Biol. 2019 Jul 15;19:17. doi: 10.1186/s12861-019-0197-5
**Supplement:** Supplementary file 10 — Table S4. A list of strains used in this study.

**Additional file 10: Table S4:** List of strains used in this study.

| **Strain** | **Genotype** | **Reference** |
| --- | --- | --- |
| N2 | *C. elegans* reference strain |  |
| AF16 | *C. briggsae* reference strain |  |
| DY220 | *pry -1(mu38) I* | [1] |
| DY250 | *Cbr*-*pry-1(sy5353) I* | [2] |
| JU1078 | *mfEx33[myo-2::RFP + Cel-dlg-1::GFP]* | [2], M.-A. Felix lab |
| DY319 | *Cbr*-*pry-1(sy5353) I*; *mfEx[myo-2::RFP + Cel-dlg-1::GFP]* | [2] |
| DY629 | *pry-1(mu38) I*; *wIs78[scm::GFP+ajm-1::GFP+F58E10 (cosmid)+unc-119(+)] IV* | This study |
| DY630 | *pry-1(mu38) I*; *maIs150[mir-48p::GFP+unc-119(+)]* | This study |
| DY631 | *pry-1(mu38) I*; *maIs140[mir-241p::GFP+unc-119(+)]* | This study |
| DY636 | *pry-1(mu38) I*; *maIs138[mir-84p::GFP+unc-119(+)]* | This study |
| DY637 | *pry-1(mu38) I; maIs236[mir-246p::GFP+unc-119(+)]* | This study |
| DY638 | *pry-1(gk3682)I*;*wIs78[scm::GFP+ajm-1::GFP+F58E10 (cosmid)+unc-119(+)] IV* | This study |
| DY646 | *miR-246(n4636) IV; stIs11597[dpy-7::H1-wCherry+unc-119(+)]* | This study |
| DY649 | *miR-246(n4636) IV; wIs51 [scm::GFP+unc-119(+)] V* | This study |
| JR667 | *unc-119(e2498::Tc1) III*; *wIs51 [scm::GFP+unc-119(+)] V* | [3] |
| JK3437 | *him-5(e1490) V, qIs74 [sys-1p::GFP::pop-1 + unc-119(+)]* | [4] |
| KN562 | *pop-1(hu9) I* | [1] |
| MT15020 | *miR-246(n4636) IV* | [5] |
| RG733 | *wIs78[scm::GFP+ajm-1::GFP+F58E10 (cosmid)+unc-119(+)] IV* | [3] |
| RW11597 | *unc-119(tm4063) III; stIs11597[dpy-7::H1-wCherry+unc-119(+)]* | R. H. Waterston lab |
| VT1259 | *unc-119(ed3) III; maIs150[mir-48p::GFP+unc-119(+)]* | [6] |
| VT1607 | *unc-119(ed3) III; maIs236[mir-246p::GFP+unc-119(+)]* | [6] |
| VT1189 | *unc-119(ed3) III; maIs140[mir-241p::GFP+unc-119(+)]* | [6] |
| VT1160 | *unc-119(ed3) III; maIs138[mir-84p::GFP+unc-119(+)]* | [6] |
| VC3710 | *pry-1(gk3682) I* | This study |

1. Korswagen HC, Coudreuse DY, Betist MC, van de Water S, Zivkovic D, Clevers HC: **The Axin-like protein PRY-1 is a negative regulator of a canonical Wnt pathway in *C. elegans***. *Genes Dev* 2002, **16**(10):1291-1302.

2. Seetharaman A, Cumbo P, Bojanala N, Gupta BP: **Conserved mechanism of Wnt signaling function in the specification of vulval precursor fates in C. elegans and C. briggsae**. *Dev Biol* 2010, **346**(1):128-139.

3. Koh K, Rothman JH: **ELT-5 and ELT-6 are required continuously to regulate epidermal seam cell differentiation and cell fusion in C. elegans**. *Development* 2001, **128**(15):2867-2880.

4. Siegfried KR, Kidd AR, 3rd, Chesney MA, Kimble J: **The sys-1 and sys-3 genes cooperate with Wnt signaling to establish the proximal-distal axis of the Caenorhabditis elegans gonad**. *Genetics* 2004, **166**(1):171-186.

5. Miska EA, Alvarez-Saavedra E, Abbott AL, Lau NC, Hellman AB, McGonagle SM, Bartel DP, Ambros VR, Horvitz HR: **Most Caenorhabditis elegans microRNAs are individually not essential for development or viability**. *PLoS Genet* 2007, **3**(12):e215.

6. Martinez NJ, Ow MC, Reece-Hoyes JS, Barrasa MI, Ambros VR, Walhout AJ: **Genome-scale spatiotemporal analysis of Caenorhabditis elegans microRNA promoter activity**. *Genome Res* 2008, **18**(12):2005-2015.

# Supplementary material for: Role of PRY-1/Axin in heterochronic miRNA-mediated seam cell development
**Source:** BMC Dev Biol. 2019 Jul 15;19:17. doi: 10.1186/s12861-019-0197-5
**Supplement:** Supplementary file 11 — Table S5. A list of primers used in this study.

**Additional file 11: Table S5: List of primers used.**

| **Gene** | **GL #** | **Orientation** | **Sequence (5’-3’)** |
| --- | --- | --- | --- |
| *miR-2-5p* | 1247 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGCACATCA |
| *lin-4-5p* | 1331 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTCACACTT |
| *miR-48-5p* | 1245 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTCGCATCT |
| *miR-84-5p* | 1246 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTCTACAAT |
| *miR-237-5p* | 1355 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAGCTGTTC |
| *miR-241-5p* | 1332 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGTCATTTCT |
| *miR-246-3p* | 1244 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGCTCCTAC |
| *Cbr-miR-84-5p* | 1255 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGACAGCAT |
| *Cbr-miR-237-5p* | 1357 | Forward | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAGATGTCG |
| *miR-2-5p* | 1252 | Forward | ACACTCCAGCTGGGTATCACAGCCAGCTTT |
| *lin-4-5p* | 1333 | Forward | ACACTCCAGCTGGGTCCCTGAGACCTCAAG |
| *miR-48-5p* | 1250 | Forward | ACACTCCAGCTGGGTGAGGTAGGCTCAGTA |
| *miR-84-5p* | 1251 | Forward | ACACTCCAGCTGGGTGAGGTAGTATGTAAT |
| *miR-237-5p* | 1356 | Forward | ACACTCCAGCTGGGTCCCTGAGAATTCTCG |
| *miR-241-5p* | 1334 | Forward | ACACTCCAGCTGGGTGAGGTAGGTGCGAGA |
| *miR-246-3p* | 1249 | Forward | ACACTCCAGCTGGGTTACATGTTTCGGGTA |
| *Cbr-miR-84-5p* | 1256 | Forward | ACACTCCAGCTGGGTGAGGTAGTTTGCAAT |
| *Cbr-miR-237-5p* | 1358 | Forward | ACACTCCAGCTGGGTCCCTGAGAATGCTCC |
| *Cbr-miR-246-3p* | 1257 | Forward | ACACTCCAGCTGGGTTACATGTATTGGGTA |
| *Universal miRNA primer* | 1254 | Reverse | CTCAACTGGTGTCGTGGAGTCGGCAA |
| *pmp-3* | 747 | Forward | CTTAGAGTCAAGGGTCGCAGTGGAG |
|  | 748 | Reverse | ACTGTATCGGCACCAAGGAAACTGG |
| *hbl-1* | 1258 | Forward | TTGGCACAAAGAGCAAAGCC |
|  | 1259 | Reverse | GGCCATTCTGATCCTATTAAAGGTG |
| *lin-14* | 1262 | Forward | TGCGAGGAATGGGGAAATGG |
|  | 1263 | Reverse | GTCGAAGATCGGTTACTTCTTTCC |
| *lin-28* | 1264 | Forward | AAGTTGAAGATAGGCTGCCAGA |
|  | 1265 | Reverse | GTGTTGGTGACGGGAGCC |
| *miR-246* | 1325 | Forward | CGTCGGAAGATTCACTCCTG |
|  | 1326 | Reverse | CCTCACTGGTCATACTTCCC |
| *pry-1(gk3682)* | 1307 | Forward | CATCGCCTTCTATCGCCTTCTTGA |
|  | 1308 | Reverse | GCGAAGAACAAGTCGAGGTACTG |
| *lin-28 RNAi plasmid* | 1359 | Forward | TAAG**GGTACC**GTAGTATCGGAGGGAAGGAATG |
|  | 1360 | Reverse | TAAG**GCTAGC**GGTGGTAGTATGGTTTAGAGGG |

How the deposited data were processed for this re-analysis (not part of the article)

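Small RNA of synchronized L1 animals was measured in 2 N2 and 2 *pry-1(mu38)* libraries. The authors deposited raw read counts per miRNA and library, without normalization, made from reads that matched WBcel235 perfectly and were assigned to known miRNAs with miRDeep2 and the miRBase annotation. Tool versions, trimming and the handling of reads that fit several miRNAs are not given in the paper's text. Column names of the count table gave the strain letter and the replicate number, and 0 columns had no sample.

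The rows were placed by the read totals of Table S3. The counts of N2 replicate 1 stayed on the rows of the miRNA's own name. A miRNA was matched if an own row summed to its total. Otherwise, counts of the other 3 libraries were sought up to 3 rows away. Such a match was accepted by itself for a total of at least 1000 reads if a single combination met it and no total within 10 reads of it was met as well. Other matches were accepted where the displacement equalled that of the nearest matched miRNA, or where 2 successive miRNAs with at least 100 reads shared a displacement. Sums within 0.1% of the total were accepted at a neighbour's displacement. Tested on simulated data, tables with known displacements and 126 listed miRNAs drawn 20 times, 94.2% of the miRNAs were matched and 0.169% of these matches were wrong. In the deposited table 88 miRNAs were matched and 38 were not. The simulated totals were exact sums of true rows, so the 0.169% need not hold for the deposited table. The matching rule was tightened once after its first matches had been seen, before any test between the strains was run, and fewer miRNAs were matched by the tightened rule. A wider table added 71 rows that lie between matched miRNAs with the same displacement. The totals do not check those rows, and they were used for the miR-35 family and for alternatives only. Between miR-2 and miR-2209c these rows carry a displacement of 3 rows in N2 replicate 2, although the totals of miR-2208b, miR-2209a and miR-2209b are nearer with 2, so that stretch is likely misplaced. The design written before the data were examined assumed the rows as deposited, and the change of input was made after the displacement was seen.

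Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its default minimum of 10 counts, glmQLFit and glmQLFTest without the robust option, and Benjamini-Hochberg adjustment. The test was two-sided, and all 4 libraries entered it without covariates. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Sets of miRNAs were tested with fry and camera of limma 3.58.1, which are model-based and not permutations of the libraries, and DESeq2 1.42.0 was an alternative. The TMM factors were 0.886, 1.10, 0.965 and 1.07 for N2 replicates 1 and 2 and *pry-1(mu38)* replicates 1 and 2. Tested on simulated counts of 86 miRNAs, of which 20 were changed 4-fold in each of 20 draws, the test recovered 61.2% of the changed miRNAs at the dispersion of these libraries and 99.0% at a lower dispersion, and 6.1% and 5.3% of its calls were wrong. The median fitted log2 fold change was 1.94 and 1.97 for a true value of 2. The recovered shares are averages over miRNAs and hold for 20 changed miRNAs. With fewer changed, the adjustment demands smaller p-values, so they do not give the power for the miRNAs the study names.

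miRNAs were named by a rule set before the data were examined. It covers those the study names, *let-7*, miR-2, the *let-7*, *lin-4* and miR-35 families, the 5 largest rises and falls with an adjusted p-value under 0.05 and separate groups, and the 3 most abundant miRNAs. miR-353, miR-2208a, miR-795 and miR-35, miR-40, miR-41 and miR-42 had no usable row and were left out. Gene positions came from the Ensembl annotation of WBcel235, the build named in the methods. The 10 alternatives added after seeing the data used the rows as deposited, the rows placed by neighbours, dispersions fitted to the mean, the replicate numbers of one strain exchanged, or another placement or the removal of miR-2209c. The dispersion alternatives were added with the small adjusted p-values of Table S1 in view. Alternatives set before the data were examined changed the scaling, the filter, the test, the replicate block and the libraries included. With 2 libraries per strain, leaving out one leaves no replicate, and such fits gave values without a test. PCR reads without molecular identifiers are not independent molecules. qRT-PCR, reporter, target and phenotype measurements were not analysed here.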

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

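Of the 86 miRNAs, 1 was past an adjusted p-value of 0.05, and the count was also 1 with DESeq2's Wald test, library totals alone, DESeq2's size factors, upper-quartile normalization, the robust option and a 2-fold minimum. DESeq2's Wald test called a different miRNA, *miR-246* in place of miR-2209c. The count was 0 with the library size set by miR-2, without a filter, with at least 10 counts in every library, without the most abundant miRNA, and at an adjusted p-value of 0.01. It was 2 with edgeR's exact test. Unadjusted p-values under 0.05 numbered between 2 and 18 over the alternatives set before the data were examined. The filter of 10 counts removed miR-2209c and *miR-241* from the test, and the miR-2 library size removed miR-2209c through edgeR's filter, so the 0 of these settings is not a test of miR-2209c. For the other changes the cause was not tested.

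Of the 6 miRNAs the study reports as DE, 0 were past the threshold, against 1 with DESeq2's Wald test and 1 with edgeR's exact test, *miR-246* in both. With alternatives chosen after seeing the data, 5 of the 6 were past it with DESeq2's fitted dispersion in place of each miRNA's own, which called 5 miRNAs in all, and 5 of the 6 with edgeR's exact test on the trended dispersion, which called 6. These 2 settings ignore the spread of the single miRNA. The rows as deposited gave 0 calls with edgeR's quasi-likelihood test and 45 with DESeq2's Wald test, 11 higher and 34 lower, of which 3 were among the 6. With DESeq2's fitted dispersion they gave 52, again with 3 of the 6. In both, *miR-48* was counted by a printed row that held the mutant counts of another miRNA, so that call is not one of *miR-48*. With the rows placed by neighbours added, the counts were 0 and 2, and both calls of DESeq2 were among the 6. With miR-2209c displaced by 2 rows, or left out, both chosen after seeing the data, 0 miRNAs were past the threshold.

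The replicate numbers were not described as shared cultures or days. Deviations of equally numbered libraries correlated at 0.307 across the 86 miRNAs, which are not independent. With the replicate block, 0 miRNAs were past the threshold and 18 had an unadjusted p-value under 0.05. With the numbers of one strain exchanged, run after seeing the data, 4 were past it, 2 of them among the 6.

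Without one library in turn, between 9 and 18 miRNAs were at least 2-fold apart. The log2 fold change ranged from -0.36 to 2.17 for *miR-84* and from -0.0501 to 4.17 for *miR-241*, with the lowest value of each without *pry-1(mu38)* replicate 2. It ranged from -0.58 to 1.62 for *let-7*, with the extremes set by the N2 libraries, and from -0.14 to 0.18 for miR-2. For miR-2 it was -0.0869 with upper-quartile normalization and -0.00291 without a filter. The median of the *let-7* family ranged from -0.21 to 1.76 and that of the *lin-4* family from 0.50 to 3.72, both lowest without *pry-1(mu38)* replicate 2. Among the values of single miRNAs under the alternatives set before the data were examined, those without one library aside, 87 kept their direction and side of the threshold, 4 were weaker, 2 stronger and 2 reversed, both of them values of miR-2. The median log2 fold change of all tested miRNAs was 0.075 with TMM, 0.126 with library totals alone and -0.091 with upper-quartile normalization.

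With camera at a preset correlation of 0.01, p was 0.0273 for the *let-7* family, 0.0165 for the *lin-4* family and 0.0135 for the miR-35 family, while fry with TMM and camera with an estimated correlation gave no p-value under 0.05. For the miR-35 family, library totals alone gave p = 0.0331 with fry, a model-based test, while an exact permutation of 2 libraries against 2 cannot go below 0.333. The cause was not tested. Summing the arms of a miRNA was not run, since the second arms had no read total to check their rows. The 2 libraries per strain limit each test, and *let-7* with 14 to 54 counts per library and *miR-241* with 9 to 216 are further limited by counting error.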

Differences from the paper's values

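The paper reports 6 DE miRNAs, against 1 in the matched rows with edgeR's quasi-likelihood test, miR-2209c, whose placement the neighbouring rows go against. None of the alternatives set before the data were examined gave 6. The paper's adjusted p-value was 4.23e-20 for *lin-4*, against 0.450 here. For *miR-241* the paper's value was 4.24e-06, against 0.450, and for *miR-48* 0.000937, against 0.528. The paper's adjusted p-value of *miR-246* was 0.00858, against 0.102, that of *miR-237* 0.00907, against 0.438, and that of *miR-84* 0.0193, against 0.534. For *miR-246*, DESeq2's Wald test (adjusted p = 6.01e-07) and edgeR's exact test (adjusted p = 0.000337), both set before the data were examined, gave values below the paper's. For the other 5, none of the alternatives set before the data were examined gave an adjusted p-value under 0.05.

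Of the alternatives chosen after seeing the values, DESeq2 with the fitted dispersion and edgeR's exact test with the trended dispersion called *lin-4*, *miR-48*, *miR-237*, *miR-241* and *miR-246*. The second of these called 6 miRNAs in all, the sixth being miR-2209c. DESeq2's Wald test called *lin-4*, *miR-48* and *miR-246* in the rows as deposited, and *lin-4* and *miR-246* with the rows placed by neighbours added, both chosen after seeing the values. DESeq2's fitted dispersion in the rows as deposited, chosen after seeing the values, called 52 rows with *lin-4*, *miR-48* and *miR-246* among them. As deposited, the row of *miR-48* held the mutant counts of another miRNA, so its calls there are not calls of *miR-48*. A replicate block with the numbers of one strain exchanged, also chosen after seeing the values, called 4 miRNAs with *miR-241* and *miR-246* among them. *miR-84* was called under no setting that was run. The log2 fold changes here and in the paper come from the same 4 libraries, so a standard error is a wide margin between them. With all 4 libraries, the matched rows and edgeR's quasi-likelihood fit under TMM, the log2 fold changes of the 6 miRNAs did not differ from the paper's by more than their standard errors. Without *pry-1(mu38)* replicate 2, those of 5 of the 6 did, all but *miR-246*, and without *pry-1(mu38)* replicate 1 that of *miR-237* did. In the rows as deposited, that of *miR-48* was 5.34, against the paper's 2.08.

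The paper gives 10453527 sequences aligned to the genome over the 4 samples, while the deposited counts on miRNAs alone summed to 21079339. No alternative bears on this sum.

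The paper describes 5 miRNAs as upregulated in *pry-1(mu38)*. In *pry-1(mu38)* replicate 1, *miR-84* was at 0.936 times the N2 mean, *miR-241* at 1.14, *lin-4* at 1.32, *miR-48* at 1.39 and *miR-237* at 2.13 times. In replicate 2 these miRNAs were at 4.34, 17.5, 39.6, 7.14 and 4.16 times the N2 mean.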

Other observations

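The tests of explanations in this part were chosen after the patterns had been seen, while the family tests were set before the counts were examined, that of the miR-35 family after lower values of 3 members had been seen in Table S1 of the paper.

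The count table showed its columns displaced against each other by whole rows. Counts taken from rows up to 3 away met the listed read totals of 53 miRNAs that no row as deposited met, and the displacement stayed the same over stretches of the table. Sums that match by chance are argued against by the altered totals, of which at most 2 were met in the same way. Of the matched miRNAs, 53 were displaced in N2 replicate 2 and 16 in each of the *pry-1(mu38)* libraries. A comparison of the rows as printed therefore sets counts of different miRNAs against each other for many names. For *miR-48*, for example, the printed row gave a log2 fold change of 5.34, against 2.09 in the matched row and the paper's value of 2.08. How the displacement arose was not tested.

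*lin-4*, *miR-48*, *miR-84*, *miR-237* and *miR-241* were higher mainly in *pry-1(mu38)* replicate 2, whereas *miR-246* was at 0.188 and 0.190 times the N2 mean in the 2 mutant libraries. The lower depth of *pry-1(mu38)* replicate 1 is argued against, since after normalization replicate 1 remained at or below 0.512 times replicate 2 for all 5 miRNAs. One scaling factor of a library is argued against as well, since the ratio of replicate 2 to replicate 1 differed 15.3-fold between *lin-4* and *miR-237*. Counts taken from other rows are argued against as the whole cause by the log2 fold changes of Table S1, which played no part in the matching. The matched rows of the 5 miRNAs lay at most 0.289 from them. For 4 of the 5 none of the 81 other miRNAs tested lay nearer, which adds little, since the study picked the 5 for their rises. The row sums do not count here, since they were the condition for keeping the rows. A candidate explanation that stays open is a later stage of the animals in replicate 2, because members of the *lin-4* and *let-7* families are known for rising during larval development. It predicted a lower miR-35 family, which is abundant in embryos, in replicate 2 than in replicate 1, but the median log2 ratio of replicate 2 to replicate 1 over 7 rows of that family was 0.207, with values from -0.786 to 1.29. Since those rows were not checked by read totals and their values went both ways, the stage and the genotype cannot be told apart here. For a mislabelled *pry-1(mu38)* replicate 1 the values went both ways. *miR-246* argues against it, at 60.6 TMM-normalized CPM in replicate 1 against 399 and 245 in N2. *miR-237* does so as well, at 951 against 364 and 530 in N2. *lin-4*, *miR-48*, *miR-84* and *miR-241* go with it, at 0.936 to 1.39 times the N2 mean in replicate 1. The root mean square log2 distance of replicate 1 was 0.804 to the nearer N2 library and 1.05 to the other mutant library. Between the N2 libraries it was 0.571. With 1 library in question, the distances cannot decide it. An effect of the *pry-1* mutation that varied between cultures was not tested.

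The *let-7* family, of which 6 of the members had a matched row, had a median log2 fold change of 1.23, with all 6 higher under TMM, library totals alone, DESeq2's size factors and the miR-2 library size. Without *pry-1(mu38)* replicate 2 that median was -0.21. Without *miR-48*, *miR-84* and *miR-241*, which the study picked from these libraries, the median of the 3 others was 0.15. *let-7* itself had 9.16 and 1.97 TMM-normalized CPM in N2 and 4.42 and 7.66 in *pry-1(mu38)*, a difference within the spread of the libraries. miR-793 and miR-794 had log2 fold changes of 0.05 and 1.05 (edgeR adjusted p = 0.967 and 0.450). The *lin-4* family, *lin-4* and *miR-237*, had a median of 3.00 and 0.50 without *pry-1(mu38)* replicate 2. The study picked both members from these libraries, so that family is not independent evidence. The two-sided model-based fry test gave p = 0.363 for the *let-7* family, 0.354 without those 3 members, 0.232 for the *lin-4* family and 0.0780 for the miR-35 family, and an exact permutation of 2 libraries against 2 cannot go below 0.333.

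The rows of the miR-35 family that could be placed, 7 rows of miR-36, miR-37, miR-38 and miR-39 with both arms where given, had a median log2 fold change of -0.69 in *pry-1(mu38)*, with 6 rows lower. With each library left out in turn the median stayed between -0.86 and -0.45. The most abundant of these rows, one of miR-39, had 6098 and 4195 TMM-normalized CPM in N2 and 2945 and 2578 in the mutant. These rows were placed by their matched neighbours and not by a read total of their own.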
